A study of Caenorhabditis elegans with 3 samples. Its data were reported in "System Wide Analysis of the Evolution of Innate Immunity in the Nematode Model Species Caenorhabditis elegans and Pristionchus pacificus" (2012).

How the data were processed

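Young adult hermaphrodites of the wild-type Caenorhabditis elegans strain N2 were grown at 20 °C and kept for 4 h on lawns of Bacillus thuringiensis DB27, a Gram-positive pathogen, or on Escherichia coli OP50, the standard laboratory food. About 200 worms were collected per biological replicate. RNA from both lawns was labelled with different dyes, Cy3 and Cy5, and hybridised together to 1 Agilent oligonucleotide array, so that each of the 3 arrays holds 1 pair of samples. Replicate 1 was labelled with the dyes exchanged (DB27 in Cy3), and replicates 2 and 3 had DB27 in Cy5.

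The deposited values are log2 ratios of Cy5 over Cy3, made by the authors with limma (the submitters' processing notes give no version). According to the methods, background was corrected with the normexp model and each array was normalised by lowess with different weights for gene probes and for positive-control spike-in RNAs, which were added in proportion to the total RNA, and equal amounts of total RNA were labelled. Arrays that the authors judged to be outliers had been removed. The intensities behind the ratios were not used here, so probes near background could not be filtered and signal level is unknown for every gene. The ratios are not centred on 0 by construction, and the deposited columns had medians over probes of -0.10, 0.08 and 0.09.

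The sign of replicate 1 was turned according to the dyes in the labels, so that every value is DB27 over OP50. As deposited, replicate 1 correlated across genes with replicates 2 and 3 at Pearson r = -0.87 and -0.69. After the turn all pairs correlated above 0 (r = 0.87, 0.69 and 0.71 for replicates 1 and 2, 1 and 3, and 2 and 3). Genes are not independent replicates, so these values only describe the arrays and check the orientation.

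Of 45220 rows, 1097 had no value on any array, which left 44123 probes. A platform annotation listed 27263 of these with 1 gene symbol, none with several, and 16860 (38.2%) were not listed and stay unnamed. A further 98 probes were left out because the accession and the symbol named different genes in the RefSeq gene table of assembly WBcel235, which was used for names only. The array's genome build is not given in the sources used here, so no coordinates are printed. The 27165 named probes gave 15042 genes, of which 4533 had more than 1 probe; probes of a gene were averaged on each array. All listed symbols were current ones, so genes renamed since the annotation was made tend to be unnamed.

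The mean log2 ratio of each gene was tested against 0 with lmFit and eBayes in limma 3.58.1 (R 4.3.3), two-sided. The study's methods name the same functions for a fit to probes, whereas here the probes of a gene were averaged first. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less and a mean log2 ratio above 0.5 or below -0.5. Each array already pairs both RNAs, so no further block was used. With 3 arrays and 1 array of opposite orientation, the dye effect does not cancel in the mean; a fit with a dye term was run to look for it. Of 43 gene lists written before the data were examined, the 37 with at least 3 measured genes were compared with all other genes by camera (preset correlation 0.01, and again with an estimated correlation) and tested against 0 by fry. With an estimated correlation, camera works with few degrees of freedom on 3 arrays. A call lost under it therefore does not show that correlation between genes undid the call. The genes named in the text are the 10 highest and 10 lowest called genes with the same sign on every array and probe, the highest and lowest called members of each list, all members of lists of 6 or fewer, and a fixed set of immune and stress genes. Fewer were named where the list was long, in order of the size of the log2 ratio.

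On data simulated with the spread of these arrays and 200 of 15042 genes changed, the fit called 27.6% of genes changed by a log2 ratio of 0.75, 63.1% at 1.5 and 85.3% at 3, with 4.3 unchanged genes called on average. There the spreads were drawn over all genes (median SD 0.18), whereas called genes had a median SD of 0.36. Recovery may thus be lower for genes like those called. With as many genes changed as were called here, at their observed means and spreads, 77.0% were recovered and 1.64% of calls fell on unchanged genes. The changed genes were those already called and all others were set to 0, so both shares are likely favourable. The simulated noise was independent between genes. These shares therefore do not cover false calls from an offset that many genes share on an array. The number of arrays limits the precision. The alternatives tried were median centring, equal scale, quantile normalisation, a dye term, array weights, robust eBayes, probes in place of genes, the median of a gene's probes, genes whose probes agree, other thresholds and leaving out each replicate. Centring on 156 genes of 5 housekeeping lists (cytosolic ribosomal proteins, translation factors, proteasome, spliceosome and respiratory chain) was added after the data had been seen. Against that level only the 4394 genes with a mean log2 ratio above 0.5 were tested, because genes near 0 would all carry the spread of the housekeeping median itself.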

Results

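Gene expression of C. elegans exposed to the pathogen B. thuringiensis DB27 for 4 h was measured against that of worms on E. coli OP50 on 3 two-colour arrays, each with 1 biological replicate of about 200 young adults per bacterium. The design holds 1 comparison, DB27 against OP50, which asks which genes differ after 4 h on this pathogen. It holds no harmless Bacillus, so a response to the pathogen cannot be told apart from a response to a change of food. All values below are log2 ratios of DB27 over OP50, given as mean ± SD over 3 arrays, for 15042 named genes. The paper reports less total RNA per worm on the pathogens, which it says might also come from RNA extraction. Equal amounts of total RNA were labelled, so higher and lower below mean per total RNA and not per worm.

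Worms on DB27 had higher expression of 3293 genes and lower expression of 103. The genes that rose most included cpr-1, a cathepsin B-like cysteine protease (5.40 ± 0.83), ech-9, an enoyl-CoA hydratase family gene (5.40 ± 1.37), scl-2, a gene of the SCP-like secreted protein family (5.22 ± 0.58), and fmo-2, a flavin-containing monooxygenase (4.66 ± 1.93). T12D8.5 (4.75 ± 0.37), F45D3.4 (4.60 ± 0.47), C50F7.5 (4.41 ± 1.15), F53A9.8 (4.34 ± 0.57), C08F11.13 (4.31 ± 0.93) and the cytochrome P450 gene cyp-37B1 (4.27 ± 0.81) followed. Genes that fell most were the C-type lectin gene clec-210 (-2.21 ± 0.45), the cytochrome P450 gene cyp-35A5 (-2.14 ± 0.39), fat-7, a stearoyl-CoA desaturase (-2.01 ± 0.46), the P-glycoprotein transporter gene pgp-1 (-1.98 ± 1.08) and the UDP-glucuronosyltransferase gene ugt-22 (-1.92 ± 0.48). Y48E1B.8 (-1.92 ± 0.11), F46F2.3 (-1.84 ± 0.19), the folate transporter gene folt-2 (-1.68 ± 0.54), ugt-63 (-1.60 ± 0.57) and the nuclear hormone receptor gene nhr-114 (-1.41 ± 0.54) were next. Adjusted p (limma) lay between 0.0107 and 0.0490 for these 20 genes. Genes higher on DB27 made up 97.0% of the calls and had a median log2 ratio of 1.30 (2.46-fold), and 32 of them lay above 3. The median of the genes that fell was -0.78. All 3396 called genes had the same sign on 3 of 3 arrays, which a call at these thresholds requires, so it is no separate check. Of the 1237 with more than 1 probe, 117 had probes that differed in sign. Without replicate 2, limma called 0 genes (smallest adjusted p = 0.10, 3750 genes at an unadjusted p of 0.05 or less). Log2 ratios stayed large there, such as cpr-1 at 5.35, scl-2 at 4.91 and clec-210 at -2.33. Of the 20 genes named above, calls were also lost for pgp-1 with robust eBayes and with the median of a gene's probes (adjusted p = 0.0563 and 0.0514), for fmo-2 without replicate 1 (adjusted p = 0.0685), and for ugt-63 and nhr-114 without replicate 3 (adjusted p = 0.0593 and 0.0521). Against the median of housekeeping genes the calls of cpr-1, ech-9, fmo-2, C50F7.5 and C08F11.13 were lost (adjusted p = 0.0614 each). Their means still lay 3.98, 3.98, 3.25, 3.00 and 2.90 above it.

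**Figure D1:**
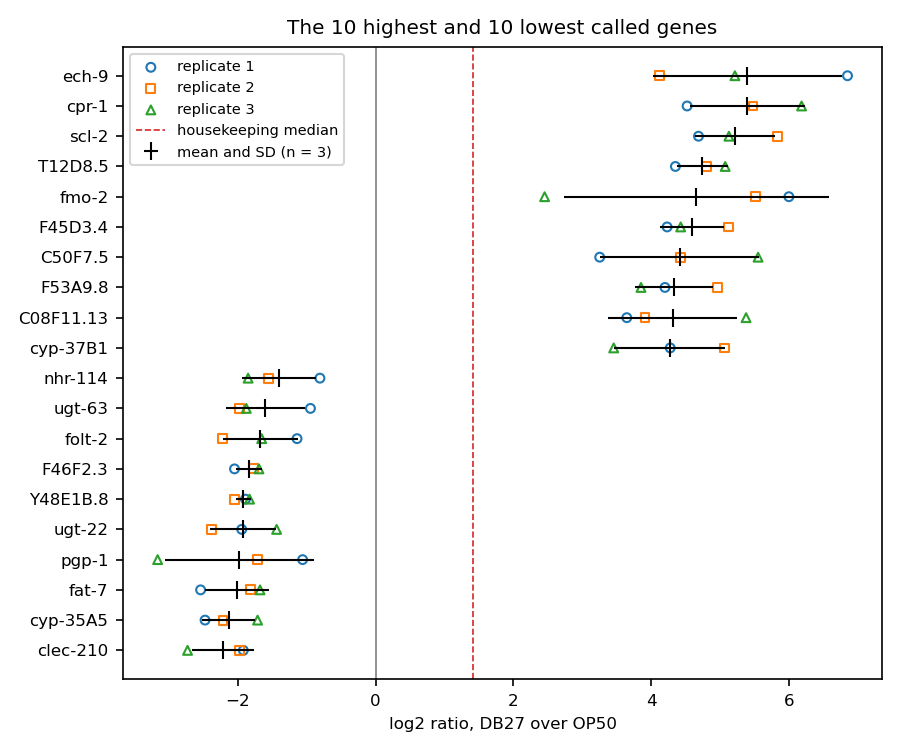
Log2 ratio of DB27 over OP50 (x axis) of the 10 highest and 10 lowest called genes (y axis), with each array as a symbol and the mean and SD over 3 arrays as a bar. The dashed line marks the median of the housekeeping genes at 1.41.

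Housekeeping genes were higher on DB27 as a body, and the other values have to be read against that level. Of 156 genes of the cytosolic ribosome, translation, the proteasome, the spliceosome and the respiratory chain, 139 rose and 0 fell (limma; 4897 of all genes had an unadjusted p of 0.05 or less). Their median was 1.62, 1.54 and 1.08 on replicates 1 to 3, or 1.41 ± 0.29. Examples are rps-7 of the small ribosomal subunit (1.87 ± 0.54), the translation initiation factor gene eif-3.D (1.76 ± 0.45), snr-6 of the splicing machinery (1.68 ± 0.37), the cytochrome c gene cyc-2.1 (1.65 ± 0.36) and rpt-3 of the proteasome (1.62 ± 0.26). All 29 measured proteasome genes rose, as did 50 of 58 ribosomal protein genes, 19 of 20 translation factors, 24 of 29 spliceosome genes and 17 of 20 respiratory chain genes. Adjusted over the list alone, the counts were 29, 50, 19, 25 and 17. Camera placed each of the 5 lists above other genes (adjusted p from 5.01e-15 to 1.23e-06), and none with an estimated correlation (adjusted p = 0.425 for each). In contrast, the median of 1306 chemoreceptor genes was -0.0011 ± 0.0060, and 8603 of all genes (57.2%) had a mean within 0.2 of 0. Signal levels are unknown, so genes near background may be among these. Of the 3293 genes, 448 lay above the housekeeping median on 3 of 3 arrays, 87 of them by over 0.5 on each. By limma against that median (chosen after seeing the data), 19 lay higher at the same thresholds, among them scl-2 (3.81 above it), T12D8.5 (3.33), cyp-37B1 (2.85), lys-4 (2.47), and fat-3 (1.64).

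**Figure D2:**
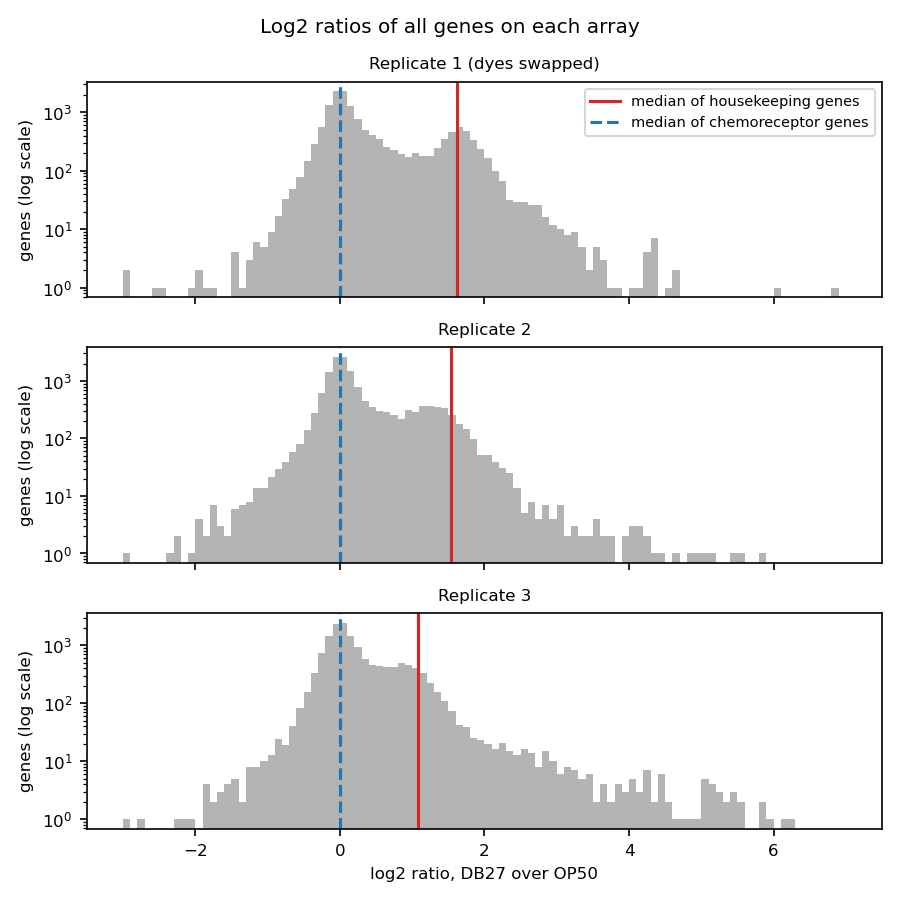
Number of genes (y axis, log scale) by log2 ratio of DB27 over OP50 (x axis) on each array, with values below -3 or above 7 drawn in the outermost bins. The housekeeping median (solid line) lay at 1.62, 1.54 and 1.08, and the chemoreceptor median (dashed line) at 0 within 0.01.

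Digestive proteases had the highest median of the lists with at least 3 measured genes. Of 12 digestive proteases (aspartic asp and cathepsin B-like cpr genes), 10 rose and 0 fell (11 adjusted over the list alone), led by cpr-1 and asp-6 (3.96 ± 0.40). Their median of 2.29 ± 0.12 (4.89-fold) lay 0.88 ± 0.31 above the housekeeping median on 3 of 3 arrays, but 1 of the 12 (asp-6) was above it by limma. Of 15 lysozyme genes 8 rose, led by lys-4 (3.88 ± 0.38) and lys-5 (3.71 ± 0.53), with a median of 1.47 ± 0.83, near the housekeeping level (difference 0.05 ± 1.05). Both lists were higher than other genes by camera (adjusted p = 8.54e-07 and 0.00265), but not with an estimated correlation (adjusted p = 0.425 for both), and the lysozymes were not with array weights either (adjusted p = 0.0707). Antimicrobial peptide genes rose in 18 of 49 cases, among them the saposin-like gene spp-8 (2.80 ± 0.48) and the neuropeptide-like gene nlp-25 (2.60 ± 0.75), with a list median of 0.33 ± 0.14 (camera adjusted p = 0.0109, adjusted p = 0.425 with an estimated correlation and 0.0537 after quantile normalisation).

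C-type lectins, a large family of secreted carbohydrate-binding proteins, moved in both directions. Of 243 members 27 rose, led by clec-70 (4.02 ± 1.48) and clec-62 (2.98 ± 0.31), and 3 fell, among them clec-210 and clec-57 (-1.06 ± 0.45). Their median was 0.02 ± 0.02. Detoxification genes also split. Of 64 UDP-glucuronosyltransferases 5 rose, with ugt-44 (2.77 ± 0.77) and ugt-18 (2.77 ± 0.37) highest, and 11 fell, with ugt-22 and ugt-63 lowest. Of 75 cytochrome P450 genes 10 rose and 5 fell, cyp-37B1 and cyp-32B1 (2.56 ± 1.12) against cyp-35A5 and cyp-35A3 (-1.41 ± 0.56). Of 46 glutathione S-transferase genes 6 rose, with gst-13 at 1.6 ± 0.43, and 1 fell, gst-10 (-1.20 ± 0.35). The lectins, the glucuronosyltransferases and the glutathione S-transferases ranked below other genes by camera (adjusted p = 0.0077, 1.92e-05 and 0.0077), a call lost with an estimated correlation (adjusted p = 0.425 for each). Genes near background would rank below others too, so this rank does not show a fall of these lists. The P450 list was not called (adjusted p = 0.0935), except with a dye term or without replicate 2 (adjusted p = 0.0413 and 0.0387).

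Fat metabolism genes held members at both ends. Of 50, 28 rose, with the carnitine palmitoyltransferase gene cpt-3 (3.10 ± 0.51) and the delta-6 desaturase gene fat-3 (3.05 ± 0.06) highest, and 3 fell, with fat-7 and the fatty acid-binding protein gene lbp-8 (-1.37 ± 0.10) lowest (camera adjusted p = 8.39e-04, adjusted p = 0.457 with an estimated correlation). Of 17 antioxidant enzyme genes 12 rose and 0 fell, led by the catalase genes ctl-2 (2.95 ± 0.40) and ctl-3 (2.46 ± 0.56). Of 11 genes activated by the transcription factor DAF-16 in other studies 5 rose, and of 7 dod genes it represses 4 rose, with dod-22 at 2.41 ± 0.68 and dod-23 at 2.14 ± 0.36. The median of the antioxidant list was 1.21 ± 0.39, that of the DAF-16-activated list 1.15 ± 0.40 and that of the dod list 1.35 ± 0.39, at or below the housekeeping level. Their camera adjusted p was 9.82e-05, 0.0077 and 0.0339, and 0.425 for each as adjusted p with an estimated correlation. The dod call was also lost with equal scale, quantile normalisation and a dye term (adjusted p = 0.0583, 0.0778 and 0.0826).

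Germline and yolk genes lay close to the level of the housekeeping genes. Of 53 oocyte and early embryo genes 45 rose, led by the eggshell chondroitin proteoglycan gene cpg-7 (2.95 ± 0.41) and the cold-shock domain gene cey-3 (1.72 ± 0.27), with a median of 1.39 ± 0.27. Of 26 cell division and meiosis genes 25 rose, with syp-1 of the synaptonemal complex at 1.66 ± 0.56 and the replication gene mcm-4 at 1.61 ± 0.35, and their median was 1.39 ± 0.24. Of 6 vitellogenin genes 5 rose, with vit-2 at 1.81 ± 0.40 and vit-5 at 1.62 ± 0.26. Camera placed these 3 lists above other genes (adjusted p = 1.23e-14, 3.34e-11 and 0.00326), and none with an estimated correlation (adjusted p = 0.425 for each). Sperm genes did not follow, with 1 of 35 higher (msp-3, 1.86 ± 0.86) and a median of 0.29 ± 0.34. Markers of other tissues lay lower: muscle structure genes had a median of 0.95 ± 0.36 with 14 of 24 higher (the highest, mlc-4 at 1.6 ± 0.10, encodes a non-muscle myosin light chain), intestinal identity genes 0.70 ± 0.22 with 3 of 12 higher and 1 lower, neuronal genes 0.01 ± 0.05 with 5 of 51 higher, and pharynx and abu genes -0.00093 ± 0.059 with 0 of 21 higher and 1 lower (limma). Muscle ranked above and pharynx below other genes by camera (adjusted p = 0.0260 and 0.0077), which was lost with an estimated correlation (adjusted p = 0.581 and 0.425), and for muscle also with array weights and without replicate 1 (adjusted p = 0.211 and 0.0618). The sperm, intestinal and neuronal lists were not called, but with a dye term the sperm and neuronal lists were (adjusted p = 0.00135 and 0.0426).

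Defence genes against pore-forming toxins, the class of toxin that B. thuringiensis is known for, rose in part. Their median stayed below the housekeeping level, and 0 of them lay above that level by limma. Of 22 such stress kinase and toxin defence genes 10 rose and 0 fell (13 adjusted over the list alone), with a median of 0.74 ± 0.29, which lay 0.68 ± 0.50 below the housekeeping median (camera adjusted p = 0.00156, adjusted p = 0.425 with an estimated correlation). Among those that rose were ttm-1, a zinc transporter gene induced by toxin (1.74 ± 0.81), xbp-1 (1.45 ± 0.40), the endoplasmic reticulum chaperone gene hsp-4 (1.32 ± 0.28) and the p38 kinase kinase gene sek-1 (1.21 ± 0.30). The ttm-1 call was lost with a dye term and without replicate 1 (adjusted p = 0.0625 and 0.0941), and ttm-1 and xbp-1 did not pass against the housekeeping median (0.33 and 0.04, adjusted p = 0.670 and 0.945). Of the same list, kgb-1 (0.93 ± 0.53, adjusted p = 0.0613) and the p38 kinase gene pmk-1 (0.17 ± 0.16) were not called. Outside the list, no call was made for these genes of the fixed immune and stress set: daf-16 (0.48 ± 0.21), hsp-16.2 (0.72 ± 0.85), lys-7 (0.82 ± 0.91), act-5 (0.64 ± 1.53) and sod-3 (-0.19 ± 0.14). Against the housekeeping level, sek-1, hsp-4, kgb-1, daf-16, pmk-1, hsp-16.2, lys-7 and act-5 turn negative. Any gene with a mean between 0 and 1.41 does so by construction, so the turn is no result about these genes. The bZIP gene zip-2 (2.61 ± 0.58, limma adjusted p = 0.0115) and the zinc-finger gene pqm-1 (3.2 ± 0.91, limma adjusted p = 0.0139) both rose. The study's text names both as induced, and since it chose them on these samples they are not independent evidence. It also names lipl-1 and lipl-3 as induced, which had no named probe here. Of the fixed set, irg-1 and gst-4 had none either. Against the housekeeping median zip-2 lay at 1.20 and pqm-1 at 1.79, and neither was called (limma adjusted p = 0.105 and 0.0821). Endoplasmic reticulum chaperones rose in 9 of 11 cases, led by crt-1 (1.54 ± 0.08) and pdi-1 (1.49 ± 0.16), while 2 of 6 targets of the PMK-1 p38 kinase, 1 of 4 bre glycosylation genes, 5 of 13 cytosolic heat shock genes (sip-1 at 1.93 ± 0.23) and 1 of 5 mitochondrial stress genes did so. Of these lists camera called the chaperones of the endoplasmic reticulum alone (adjusted p = 2.05e-05), and not with an estimated correlation (adjusted p = 0.425). Of the lists with under 3 measured genes, the ZIP-2 and infection response list had 1 of 2 genes higher (zip-2) and the intracellular pathogen response list 0 of 2. The list of genes named in the study's text had 2 of 2 higher (zip-2 and pqm-1). The lists of mitochondrial ribosomal proteins, aminoacyl-tRNA synthetases and lysosomal lipases had 0 measured genes.

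Among the remaining lists, 12 of 17 vacuolar ATPase genes rose (vha-6 at 1.53 ± 0.44), as did 9 of 18 autophagy genes (lgg-2 at 1.92 ± 0.23) and 7 of 14 histone genes (his-24 at 1.57 ± 0.66). These 3 lists ranked above other genes by camera (adjusted p = 1.54e-05, 1.18e-05 and 0.0120), but not with an estimated correlation (adjusted p = 0.425 for each). Of 267 nuclear hormone receptor genes 24 rose, with nhr-55 at 1.75 ± 0.35, and 2 fell, nhr-114 and nhr-74 (-1.12 ± 0.13). Of 168 cuticle collagen genes 13 rose (col-135 at 2.06 ± 0.64) and 5 fell (col-149 at -1.23 ± 0.49). Of 423 F-box and MATH domain genes 40 rose and 1 fell, and of 1306 chemoreceptor genes 3 rose and 0 fell. The collagen, F-box and chemoreceptor lists ranked below other genes by camera (adjusted p = 1.42e-05, 0.0098 and 4.00e-09), again not with an estimated correlation (adjusted p = 0.425 for each), nor the F-box list without replicate 1 (adjusted p = 0.212). Adjusted over the list alone, counts differed by at most 2 from those over all genes except for the toxin defence genes (13 higher), the C-type lectins (21 higher), the collagens (2 higher and 0 lower), the F-box and MATH genes (8 higher), the nuclear hormone receptors (10 higher) and the chemoreceptors (0 higher). In all, camera called 21 of 37 lists higher and 7 lower than other genes, and 0 lists with an estimated correlation (smallest adjusted p = 0.425, 2 lists at an unadjusted p of 0.05 or less). Digestive proteases and C-type lectins lost their calls although their estimated correlations (-0.06 and 0.007) lay below the preset 0.01. A larger correlation therefore does not account for those 2 losses. Over the 37 lists the estimates ran from -0.12 to 0.88. They were 0.84 for the cell division and meiosis genes, 0.79 for the ribosomal proteins and 0.56 for the proteasome. For such lists the camera adjusted p at the preset correlation may be far too small. Against 0, fry called 25 lists higher and 0 lower (0 lower also at an unadjusted p of 0.05 or less), and 34 when changes in either direction count. The 25 hold the 21 lists above, the C-type lectins (adjusted p = 0.0369), which camera ranked lower, and the nuclear hormone receptors, bre glycosylation and cytosolic heat shock genes (adjusted p = 0.0347, 0.0451 and 0.0347), which camera did not call. In 5 lists the sign of the median and the direction of camera differed, since the test compares a list with the other genes and not with 0. Signal levels are unknown, and 57.2% of all genes had a mean within 0.2 of 0. Lists of genes near background would rank below lists at the housekeeping level, whether or not they respond to DB27. A rank by camera therefore does not by itself show a response of that list.

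**Figure D3:**
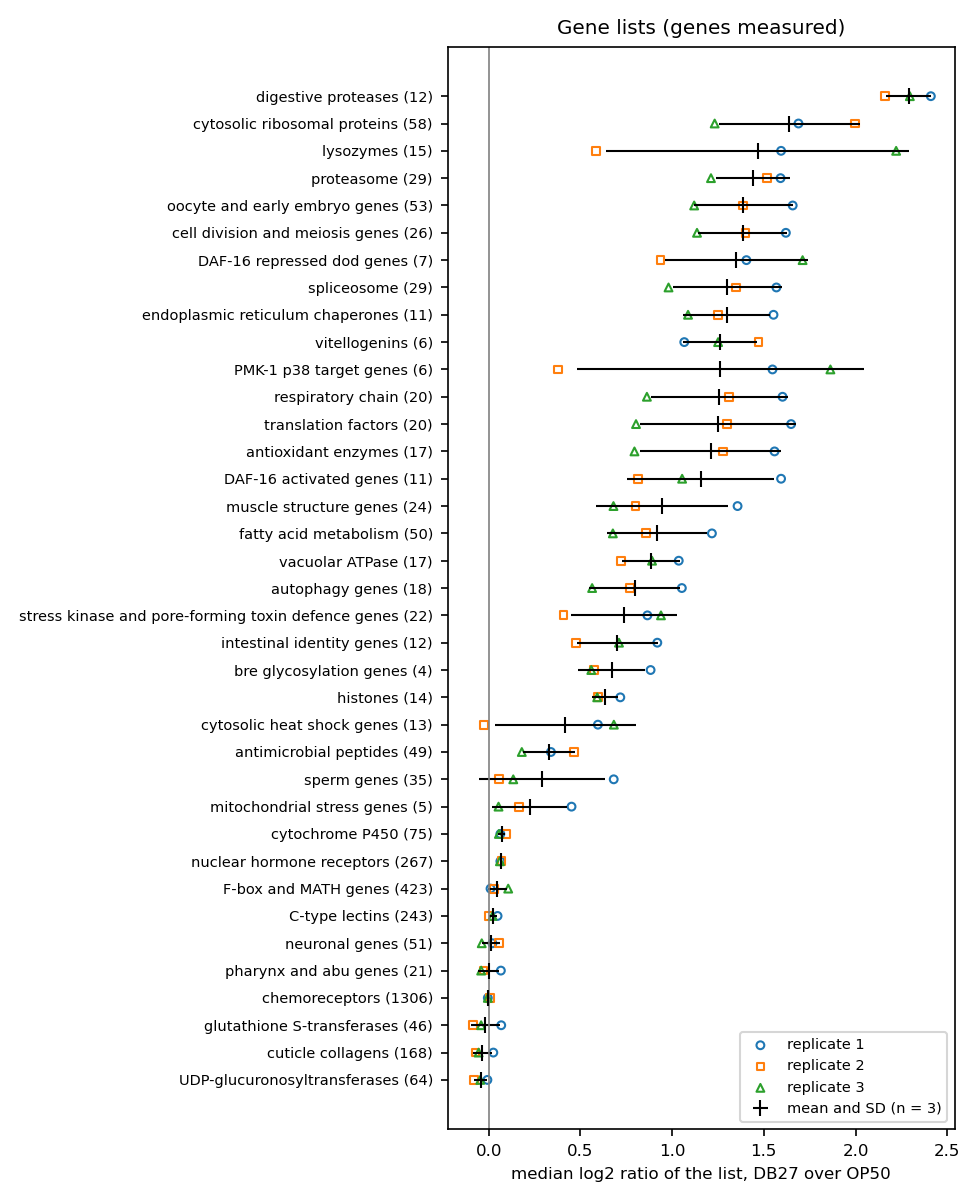
Median log2 ratio of DB27 over OP50 (x axis) of each gene list with at least 3 measured genes (y axis, number of genes in brackets), with each array as a symbol and the mean and SD over 3 arrays as a bar. Digestive proteases lay highest at 2.29 and UDP-glucuronosyltransferases lowest at -0.04.

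The dye effect was tested by a fit with a dye term. No gene passed for it in limma (0 genes, smallest adjusted p = 0.404), with 1 residual degree of freedom. At an unadjusted p of 0.05 or less 1647 genes (10.9%) did, above the share of 0.05 that tests without an effect would give. Only replicate 1 had the dyes exchanged, so the dye term cannot be told apart from any other difference of replicate 1. The test therefore does not show that dye effects were absent.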

Values the study reported

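The study described arrays with probes for 20,149 C. elegans genes. For B. thuringiensis DB27 in C. elegans it reported 5532 genes with higher and 156 with lower expression, 5688 in all, at an FDR below 0.05 and a fold change above 1.42. It gave the shares as 97% higher and 3% lower.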

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

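Probes left without a gene name here, 16860 not in the platform annotation and 98 with conflicting names, carry signal of their own. Of these 16958 probes, 3479 (20.5%) were higher on DB27 and 176 were lower in limma over all 44123 probes, against 24.1% of named probes that were higher. The highest mean log2 ratio of such a probe was 5.99 and the lowest -3.45. Their genes were not analysed here.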

How the results depend on the processing

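Centring on the housekeeping genes and its control were chosen after seeing the data, and all other alternatives were planned. The count of 3293 higher genes stayed within 1.5 times under the scaling, dye, weighting, robust, probe-median and fold alternatives (2673 to 4084), and that of 103 lower genes did so except where given next. Array weights gave 203 lower genes and a share higher of 95.1%. A log2 threshold of 1 gave 34 lower genes and 98.7% higher, no fold threshold 96.2%, the dye term 97.6% and median centring 95.2%, which set the median of all genes to 0. With probes in place of genes, 10034 were higher and 342 lower, because more items were tested. At an adjusted p of 0.01 limma called 0 genes in either direction (4897 at an unadjusted p of 0.05 or less). Leaving out 1 replicate gave between 0 and 3328 higher and between 0 and 94 lower genes; the 0 came without replicate 2, for a cause not tested, while 2674 and 3328 were higher without replicates 1 and 3. Centring on the housekeeping genes moved the median of all genes to -1.31 and left 19 higher genes among the 4394 tested, against 3966 of the same genes without centring (the control, on genes chosen by their mean). Under it these log2 ratios turned negative: pmk-1 -1.24, ech-6 -0.94, daf-16 -0.94, act-5 -0.77, hsp-16.2 -0.69, lys-7 -0.59, kgb-1 -0.49, alh-8 -0.29, sek-1 -0.20 and hsp-4 -0.092. This centring takes 1 level per array from every gene, so any mean between 0 and 1.41 turns by construction. act-5 also turned with array weights (-0.38) and without replicate 3 (range -0.18 to 1.32). Of 73 calls of named genes, all were lost without replicate 2. With housekeeping centring 41 were lost with their sign kept. The calls of sek-1, hsp-4 and alh-8, which turned negative, were lost as well (limma adjusted p = 0.538, 0.824 and 0.322). Genes called lower were not tested against that level, so their calls could not be lost there. Others lost were clec-57 and ttm-1 with a dye term (adjusted p = 0.0513 and 0.0625), pgp-1 with robust eBayes and the probe median (0.0563 and 0.0514), fmo-2, clec-70, clec-57, cyp-32B1, cyp-35A3, col-149 and ttm-1 without replicate 1 (0.0641 to 0.0969), and ugt-63 and nhr-114 without replicate 3 (0.0593 and 0.0521), while daf-16 and ech-6 were gained with a dye term (0.0349 and 0.0423). With an estimated correlation 0 of 28 called lists stayed called, in a setting with few degrees of freedom on 3 arrays. Robust eBayes does not enter camera and was not run on lists. Calls were also lost for the dod list (equal scale 0.0583, quantile 0.0778, dye term 0.0826), antimicrobial peptides (quantile 0.0537), lysozymes (array weights 0.0707), muscle (array weights 0.211, without replicate 1 0.0618) and F-box genes (without replicate 1 0.212), as adjusted p. They were gained for sperm (dye term 0.00135), P450 (dye term 0.0413, without replicate 2 0.0387), neuronal (dye term 0.0426, median centring 0.0400, probe median 0.0332, without replicate 2 0.0193), cytosolic heat shock and PMK-1 target genes (without replicate 2 0.0339 and 0.00219). The cause was not tested except where given. Signal over background could not be judged, since intensities were not used.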

Other observations

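The tests on the housekeeping level, fasting and the propionate shunt were chosen after the results had been seen. Of the targets of the PMK-1 p38 kinase, lys-2 was at 2.56, 0.09 and 3.05 and clec-67 at 1.69, 0.34 and 3.30 on replicates 1, 2 and 3, and neither was called (adjusted p = 0.138 and 0.139). The list median was lowest on replicate 2 (0.38, against 1.55 and 1.86), as was that of the lysozymes (0.58, against 1.59 and 2.22). Without replicate 2 the PMK-1 list ranked above other genes by camera (adjusted p = 0.00219, against 0.134 with all arrays and up to 0.681 with array weights), and the cause was not tested.

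The housekeeping genes lay 1.41 above OP50, and 76.8% of the genes called higher lay between log2 1 and 2. Whether 1 shared cause set these calls was not tested. The following concerns the housekeeping level. Dye bias is argued against by the turned median of 1.62 on the array with the dyes swapped, on the same side as the others, and a larger share of germline RNA as the whole cause by the 19 muscle genes left after 5 also expressed outside muscle were dropped, which lay at 0.95 ± 0.43 as well. Neuronal and pharynx genes lay near 0 (0.01 ± 0.05 and -0.00093 ± 0.059). Such a share would put them at or below 0, but lists near background would lie at 0 too, so they do not decide. A part played by a larger germline share stays open. One offset per array for every gene is argued against, since it would move chemoreceptor genes as well, and the housekeeping median lay 1.41 ± 0.29 above theirs. That covers only a shift of every ratio. Chemoreceptor signal is unknown, and probes near background would say nothing about a difference confined to expressed genes. A normalisation offset shared by expressed genes cannot be told apart from a true rise in messenger RNA per total RNA. The 5 housekeeping lists differed by 0.39 ± 0.33 at most, and neither intensities nor spike-in values were used. Other lists spread further, with digestive proteases at 0.88 ± 0.31, autophagy genes at -0.62 ± 0.13 and histones at -0.78 ± 0.25 against that level. An equal offset alone would not spread them, but their signal levels are unknown. A response of the worms to DB27 stays open and untested.

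Other sign patterns of the 3 arrays were run for the count of called genes. Of 4 patterns, 1 (the real one) gave as many as 3396 genes and the highest other gave 0, and 4 patterns are too few for a share under 0.05.

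Lower fat-7 with higher acs-2 (1.64 ± 0.05), cpt-3 and fmo-2 may reflect a fasting-type change, as worms can avoid a pathogen lawn. Against the housekeeping median, cpt-3 lay at 1.69, fmo-2 at 3.25 and acs-2 at 0.23 (limma adjusted p = 0.0416, 0.0614 and 0.408). The rise of acs-2 was thus close to that of the housekeeping genes. Of 4 other genes known to respond to fasting (hacd-1, icl-1, fat-5 and fat-6), limma called 0 in that direction (2 at an unadjusted p of 0.05 or less) and 1 in the opposite one (fat-6, 0.65 ± 0.21). Against the housekeeping level fat-6 (-0.76) and fat-5 (-1.31) lay in the direction of fasting and hacd-1 (-0.18) and icl-1 (-1.03) did not. That split follows from taking the same level from all 4 genes, so it is no further test. Which centre holds is not known, and 0 calls for fasting with 1 against leave the hypothesis open. Lower acdh-1 (-1.34, adjusted p = 0.0113), an acyl-CoA dehydrogenase gene of the propionate shunt that vitamin B12 in the food represses, may reflect another vitamin content of DB27. The next shunt genes did not fall against OP50. Of them alh-8 (1.12, limma adjusted p = 0.0141) was called higher, against the hypothesis, and ech-6 (0.47) was not called. Both lay below the housekeeping level, as any gene with a mean under 1.41 must. Which centre holds is not known, so the test decides nothing. These genes, and the bounds of both tests, were chosen after their values were seen.

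The number of genes higher on DB27 here was 3293, among 15042 named genes. That is lower than the value quoted from the study above, which need not cover the same genes. The study's methods also describe a fit to probes, whereas here the probes of a gene were averaged first. The number of genes lower on DB27 here was 103, among the same genes. That is lower than the value quoted from the study above, with the same limits.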
